A study of Homo sapiens with 12 samples. Its data were reported in "Human ALKBH4 Interacts with Proteins Associated with Transcription" (2012).

How the data were processed

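RNA from 12 samples of 2 inducible HEK293 lines was hybridized to Illumina HumanWG-6 v3 BeadChips, 3 arrays each for the ALKBH4 line uninduced, the ALKBH4 line induced, the ALKBH7 line uninduced and the ALKBH7 line induced. The authors exported bead intensities without normalization from GenomeStudio, and the deposited table holds, for 48803 probes and every array, this intensity in arbitrary fluorescence units and a detection p-value, unitless, from the negative control beads. The authors quantile normalized these intensities in J-Express and called genes by rank product at a q-value under 5 percent with a fold change above 1.35 in the ALKBH4 line and above 2 in the ALKBH7 line. The deposited series table holds their normalized intensities on a linear scale, in which the arrays of a line share 1 distribution and the lines do not. Groups were taken from the sample titles, and the table had 0 sample columns without a group.

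The unnormalized intensities of all 12 arrays were quantile normalized together, unlike those of the authors, and put on the log2 scale, with no background correction. The methods of the study state no background step. Probes were kept when the detection p was under 0.01 in at least 3 of the 12 arrays, which left 15444, of which 12964 carried a single gene symbol, for 10159 genes. In the array annotation 27578 probes had 1 symbol, 13 had several and 21212 had none. The 2 most similar arrays differed at 48783 probes, so no array was a copy of another.

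One linear model with 4 group means was fitted per probe with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The contrasts were induced minus uninduced in each line, the difference between these responses, and the uninduced ALKBH7 line minus the uninduced ALKBH4 line. Rank product was computed over the 9 pairs of induced and uninduced arrays of a line, with 100 permutations of the probes and seed 7, at the thresholds of the study. Values per array were compared between groups by an exact two-sided permutation test, for which 3 against 3 arrays give no p below 0.1. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

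Named genes followed a rule fixed before the data were examined, as were the contrasts, the gene lists and all alternatives not described as added. For each induction the rule took the transgene, the 10 highest and 10 lowest log2 fold changes among probes past the limma threshold with groups that did not overlap (1 probe per symbol), every gene of the tables and text of the study, and up to 4 members per gene list. Where no probe passed, it took the 5 highest and 5 lowest by moderated t. For the other contrasts it took 5 in each direction. Every named gene was one that this rule gave.

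Gene lists were written from general knowledge, in part for genes and pathways that the study names, and tested at the brightest probe of each gene. They covered the AlkB family, yeast two-hybrid partners of ALKBH4, G1/S and DNA replication, G2/M and mitosis, homologous recombination, meiosis and spermatogenesis, p53 targets, ATF4 targets, the unfolded protein response, heat shock, SREBP targets, cytosolic and mitochondrial ribosomal proteins, the respiratory chain, genes of the mitochondrial DNA, glycolysis and hypoxia, apoptosis, the proteasome, the chaperonin with prefoldin, the spliceosome, RNA polymerase II with mediator, RNA polymerase I with ribosome biogenesis, histone methylation, replication-dependent histones, immediate early genes, the interferon response, housekeeping genes, and markers of fibroblasts, epithelial lines, blood cells and neuronal or adrenal cells. A further 5 lists held the genes that the study itself tabled or named. Of 36 lists 35 had enough measured members and were tested by camera with a preset correlation of 0.01, with adjustment over the lists of a contrast, and again with an estimated correlation and by fry.

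The alternatives were normexp background correction with offset 50, median scaling, cyclic loess, no filter, detection in all 12 arrays, the normalized values of the authors, each line alone, the replicate number as a block, eBayes with trend and robust, array weights, the mean of a gene's probes, 16 added before the logarithm, adjusted p of 0.01 and 0.1, a fold threshold, rank product without one, and each array left out in turn. The arrays of 2 uninduced replicates of the ALKBH7 line left out together, and the authors' values without a filter for rank product, were added after seeing the data. The former leaves 1 uninduced array, which the fit assumes to vary like the other groups. All 10 splits of 6 arrays into groups of 3 were tested for each comparison of 2 groups, and 100 drawn pairs of splits for the difference between lines. For the correlation all 100 pairs of splits within the lines were used. In simulated data 200 of 15444 probes were changed, in the ALKBH4 line or in the ALKBH7 line, at 1 spread per probe pooled over all 12 arrays. With changes in the ALKBH4 line limma found 20.9% of 1.5-fold and 86.6% of 2-fold changes. With changes in the ALKBH7 line it found 25.4% and 77.6%. False calls were 4.23% and 4.96%. The spread of a single line was not simulated. Rank product at a q-value under 5 percent found 7.46% and 80.6%, and 8.96% and 79.1%, with 10.7% and 12.0% false calls.

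Chip and position are not given in the table and could not be modelled. Probes without a single symbol were tested and counted but not named, except 4 that passed the test of the difference between the lines, which were chosen after their values were seen.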

Results

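Gene expression was measured in 2 lines of HEK293, a human embryonic kidney cell line. In one a FLAG-tagged ALKBH4 and in the other a FLAG-tagged ALKBH7 could be switched on from a tetracycline-inducible promoter at a single genomic site. ALKBH4 and ALKBH7 belong to the AlkB family of iron- and oxoglutarate-dependent dioxygenases, and the study asked whether an excess of either protein alters transcription. Each line was analysed uninduced and after induction with 2 µg/ml doxycycline, with 3 samples in each of the 4 groups. Each sample was measured on 1 array of the Illumina HumanWG-6 v3 BeadChip, and which arrays shared a chip is not given. Nothing in the labels says that the 3 samples of a group were separate cultures, so the p-values measure only the spread between these samples, and 3 arrays per group limit the precision of every value.

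Between 25.3% and 30.7% of the 48803 probes were detected per array, and 15444 probes of 10159 named genes and of unnamed transcripts were tested. The median intensity of an array lay between 45.6 and 61.6 in the ALKBH4 line and between 98.9 and 121 in the ALKBH7 line, without overlap. Induction did not separate the medians of a line in an exact two-sided permutation test (p = 0.8 in the ALKBH4 line and 0.3 in the ALKBH7 line, n = 3 per group, where 0.1 is the smallest p possible). Replicates of the ALKBH4 line correlated with r of at least 0.971. In the ALKBH7 line, uninduced replicate 1 correlated less with the other uninduced arrays (mean r 0.940) than with the induced arrays (0.967). By smaller margins the same held for uninduced replicates 1, 2 and 3 of the ALKBH4 line. Their mean r was 0.977, 0.978 and 0.984 with their own group and 0.979, 0.982 and 0.992 with the induced arrays.

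The ALKBH7 transcript was 13.2-fold higher after induction of the ALKBH7 line. Its log2 intensity was 13.04 ± 0.24 (SD, n = 3) in induced and 9.32 ± 0.30 (SD, n = 3) in uninduced cells, a log2 fold change of 3.72 ± 0.17 (SE; limma adjusted p = 1.0e-07). In the ALKBH4 line it stood at 7.84 ± 0.18 induced and 7.80 ± 0.05 uninduced, so that uninduced cells of the ALKBH7 line already lay above both. The only ALKBH4 probe gave 7.56 ± 0.27 (SD, n = 3) in induced and 7.67 ± 0.20 in uninduced cells of the ALKBH4 line, a log2 fold change of -0.12 ± 0.20 (SE; adjusted p = 0.999). According to the study this probe anneals to the untranslated region of the gene, which is its explanation for the absence of ALKBH4 among the up-regulated genes, so the probe was not used to check the labels.

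**Figure D1:**
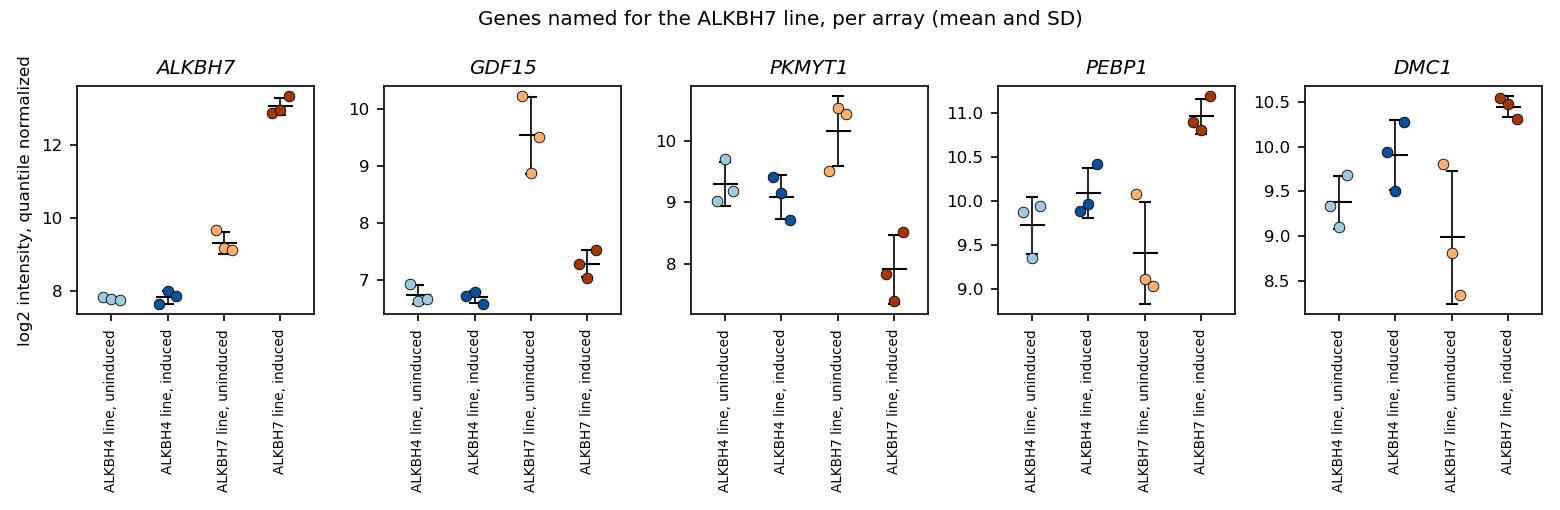
Quantile normalized log2 intensity of ALKBH7, GDF15, PKMYT1, PEBP1 and DMC1 on each of the 12 arrays; points are arrays, bars give the mean and SD of 3 arrays, and the vertical axes do not start at 0. ALKBH7 lay at 13.04 in the induced and 9.32 in the uninduced ALKBH7 line, and for GDF15, PKMYT1, PEBP1 and DMC1 all 3 induced arrays of that line lay on one side of its 3 uninduced arrays.

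In the ALKBH4 line no single gene passed the test after induction, and the strongest responses were modest. DDIT4, a stress-inducible inhibitor of mTORC1 signalling, stood at 9.06 ± 0.02 (SD, n = 3) in induced and 10.04 ± 0.33 in uninduced cells, a log2 fold change of -0.98 ± 0.17 (SE; adjusted p = 0.568). INSIG1, which retains the sterol sensor in the endoplasmic reticulum, gave 0.70 ± 0.12 (adjusted p = 0.568), with 0.67 at its brighter probe. The inducible chaperone HSPA1B gave 1.25 ± 0.33, and the constitutive chaperone HSPA8 0.74 ± 0.17, with 0.86 at its brighter probe. Among the other genes with the largest moderated t, MCM3AP gave 0.43 ± 0.12, NCL 0.51 ± 0.15 at one probe and -0.17 at the other, STMND1 -0.71 ± 0.16, STC2 -0.70 ± 0.18, RPAIN -0.52 ± 0.13 and CEBPB -0.61 ± 0.16.

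With limma, 0 of 15444 probes passed an adjusted p of 0.05 in the ALKBH4 line. An unadjusted p under 0.05 was found for 376 (2.43%), a smaller share than the 0.05 that chance gives. The SEs and p-values rest on a spread pooled over the 4 groups, not on that of this line. With each line fitted alone 0 probes passed as well. The induced and uninduced arrays did not overlap at 1547 probes (10.0%), where chance gives 10%. In simulated data with changes in this line, at a spread pooled over all 12 arrays, limma found 20.9% of 1.5-fold and 86.6% of 2-fold changes. At that spread changes of the smaller size would mostly be missed, and the spread of this line alone was not simulated. By rank product, the test of the study, 4 probes passed its q-value and its lower fold threshold, namely HSPA1B upwards (fold change 2.38) and DDIT4, SLC3A2 and 1 probe of TSC22D3 downwards. These 4 became 0 without uninduced replicate 1, and between 9 and 14 without uninduced replicate 2 (10), uninduced replicate 3 (12), induced replicate 2 (14) or induced replicate 3 (9). The paper, with values normalized within each line, reports no gene above 2-fold in this line and smaller changes of HSPA1B and DDIT4.

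The genes that the study tabled for the ALKBH4 line were chosen on these samples and are not independent evidence. All 8 measured genes of its up-regulated table had positive values, and 7 of them passed when adjusted over the list alone, with a median of 0.71. They included FASN, the fatty acid synthase (0.68 ± 0.21), LAMA5 (0.77), PIEZO1 (0.67), INTS1 (0.73) and SEC16A (0.68). All 11 measured genes of its down-regulated table had negative values, with a median of -0.57, and 5 passed when adjusted over the list alone. Among them were SLC3A2, the heavy chain of amino acid transporters (-0.90 ± 0.32), LETMD1 (-0.72), DDIT3, a stress-induced transcription factor (-0.63), RASSF1 (-0.57), CTH (-0.46), LGALS1 (-0.45), TSC22D3 (-0.50, with probes from -0.88 to -0.14), SNX5 (-0.24, with -0.64 at another probe) and MCM7 (-0.02, with -0.64 at another probe). In camera, a test of a list against all other genes, the up-regulated table gave an adjusted p of 3.8e-13 (adjusted p = 0.0909 with an estimated correlation) and for the down-regulated genes it was 8.2e-15 (adjusted p = 0.0361 with an estimated correlation). By fry neither table passed (adjusted p = 0.128 and 0.0684).

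The lists not drawn from the tables of the study share genes with them, such as DDIT4, SLC3A2 and HSPA1B. The study chose its tables on these samples, so these lists are not independent of them. Among these lists, targets of ATF4, the transcription factor of the integrated stress response, were lower as a group after induction of ALKBH4. Their 40 measured members had a median log2 fold change of -0.21, 35 of them below 0. None passed over all probes and 4 passed downwards when adjusted over the list alone. The camera adjusted p was 8.8e-14 (adjusted p = 0.0921 with an estimated correlation). Besides DDIT4, SLC3A2 and CEBPB, ATF3 gave -0.55 ± 0.16, SESN2 -0.37 and GADD45A, on the p53 list, -0.29. Heat shock genes were higher as a group (17 measured, median 0.23, camera adjusted p = 2.6e-05, adjusted p = 0.0505 with an estimated correlation), with 2 passing upwards when adjusted over the list alone and with 0.40 for DNAJB1 and 0.43 for BAG3. Targets of SREBP, the regulator of cholesterol and fatty acid synthesis, were also higher (26 measured, median 0.19, adjusted p = 0.00176, adjusted p = 0.0921 with an estimated correlation). None of them passed alone, and HMGCS1 gave 0.45, HSD17B7 0.46 and SREBF1 0.36 with 0.06 at another probe. By fry 0 of the 35 tested lists passed in this line. Its adjusted p was 0.176 for ATF4 targets, 0.0807 for heat shock genes and 0.128 for SREBP targets.

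Smaller shifts passed camera in the ALKBH4 line for 3 further lists, none of which had a member past the test over all probes or when adjusted over the list alone. Replication-dependent histones had a median of -0.12 over 14 genes (adjusted p = 0.00472, 0.328 as adjusted p with an estimated correlation), genes of G1/S and DNA replication -0.08 over 37 (adjusted p = 0.0115, 0.328 as adjusted p with an estimated correlation) and p53 targets -0.14 over 16 (adjusted p = 0.0469, 0.149 as adjusted p with an estimated correlation). CDT1, which licenses replication origins, gave -0.45 and the phosphatase CDC25A -0.22. Of the other 27 tested lists none passed camera and no member passed, over all probes or when adjusted over the list alone; the medians of the fixed ones lay between -0.09 (housekeeping) and 0.12 (yeast two-hybrid partners of ALKBH4), and those of the study's ALKBH7 genes were 0.12 (up-regulated), -0.21 (down-regulated) and 0.12 (named in its text). Among them median, mean and test differed in sign for the mitochondrial ribosome (median -0.02, mean 0.01, test down), the respiratory chain (0.01, 0.02, down), the proteasome (0.02, 0.01, down), RNA polymerase II with mediator (-0.01, 0.03, up) and the interferon response (0.04, -0.00, up). The call of the histones was lost without uninduced replicate 3 (0.166) or induced replicate 2 (0.0642) of this line, and that of the G1/S genes without uninduced replicate 1 (0.149) or 2 (0.115). That of the p53 targets was lost without uninduced replicate 1 (0.266) or 3 (0.0653) or induced replicate 1 (0.136) of this line, and without any array of the ALKBH7 line but induced replicate 3 (0.0511, 0.0613 and 0.0644 without its uninduced replicates 1, 2 and 3, and 0.0513 without either of the other induced ones). Median scaling in place of quantile normalization moved the median of all probes in this line by 0.28, turned the medians of ATF4 targets (0.06), histones (0.12), G1/S genes (0.24) and p53 targets (0.22) positive, each below that shift, and ended the camera calls of the G1/S and p53 lists.

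**Figure D2:**
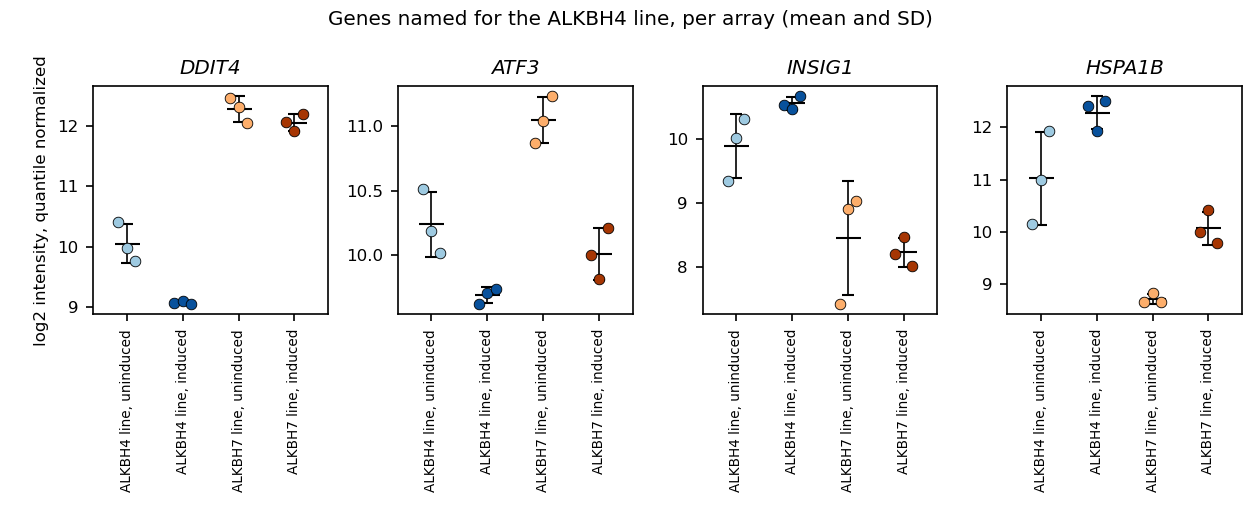
Quantile normalized log2 intensity of DDIT4, ATF3, INSIG1 (its brighter probe) and HSPA1B on each of the 12 arrays; points are arrays, bars give the mean and SD of 3 arrays, and the vertical axes do not start at 0. DDIT4 lay at 10.04 in uninduced and 9.06 in induced cells of the ALKBH4 line, and at 12.28 and 12.06 in the ALKBH7 line.

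In the ALKBH7 line many transcripts differed between induced and uninduced arrays, in both directions. Every induced array had both doxycycline and the transgene, so their effects cannot be told apart. GDF15, a stress-induced secreted factor, fell by 2.25 ± 0.26 on the log2 scale (adjusted p = 0.000843), from 9.54 ± 0.67 (SD, n = 3) to 7.29 ± 0.24. PKMYT1, the kinase that holds CDK1 inactive before mitosis, fell by 2.24 ± 0.31 (adjusted p = 0.00135), and XPOT, the exporter of tRNA from the nucleus, by 2.43 ± 0.47 (adjusted p = 0.00438). PEBP1, an inhibitor of the RAF kinase, rose by 1.55 ± 0.26 (adjusted p = 0.00239) and PCYOX1, which degrades prenylated cysteine, by 1.55 ± 0.15 (adjusted p = 0.000392). The other named falls were MAZ (-2.01 ± 0.39), the thymidylate kinase DTYMK (-1.96 ± 0.22), NPDC1 (-1.93 ± 0.28), MORF4L2 (-1.91 ± 0.40), CNBP (-1.95 ± 0.38, but 0.14 at another probe), the calcium pump ATP2A2 (-1.94 ± 0.48, but 0.07 at another probe) and the chaperonin subunit CCT7 (-1.97 ± 0.44, but 0.50 at another probe). The call of ATP2A2 was lost in 8 of 25 alternatives. The other named rises were TMED4 (fold change 3.73), the nucleolar GTPase GNL3L (1.55 ± 0.23), the ribosomal protein RPL21 (1.54 ± 0.36), SEM1 (1.53 ± 0.33, and 0.48 at its brighter probe), MCMDC2 (1.51), NBPF9 (1.53, but -0.14 at another probe) and the kinase DYRK2 (1.47 ± 0.23, but 0.06 at another probe).

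With limma, 3710 probes (24.0%) passed in the ALKBH7 line, 1824 up and 1886 down, for 1435 and 1412 named genes. Of these probes 243 rose and 424 fell by more than 2-fold, and at 3315 the induced and uninduced arrays did not overlap, as at 36.7% of all probes where chance gives 10%. Rank product with the thresholds of the study gave 289 probes, 173 up and 116 down, and 281 of them also passed in limma. That balance turned to 248 up and 403 down without a filter on dim probes, and to 212 and 342 on the normalized values of the authors without a filter, a setting chosen after seeing the data. Among the 2336 genes with at least 2 tested probes, both of the brighter 2 passed for 210 genes, in the same direction for 184 and in opposite directions for 26, and 1 of the 2 passed for 886. The log2 fold changes of these 2 probes correlated across genes with r 0.196, where sampling error alone would give 0.861, and differed by more than 2 SE in 43.8% of the genes. The limma count was 6838 without uninduced replicate 1, 1805 and 2107 without uninduced replicates 2 and 3, and 1547 and 1278 without induced replicates 1 and 2, and by rank product 71 to 137 probes passed when any 1 array but uninduced replicate 1 was left out (106 up and 9 down, and 78 and 2, without uninduced replicates 2 and 3, and 8 and 73, 8 and 63, and 16 and 121 without induced replicates 1, 2 and 3). Median scaling in place of quantile normalization left 1 probe up and 0 down in limma, that of ALKBH7.

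ATF4 targets fell as a group here too. Of 40 measured genes 0 rose, 15 fell and 25 did not pass, with the same counts when adjusted over the list alone, a median of -0.26 and a camera adjusted p of 7.5e-05 (adjusted p = 0.395 with an estimated correlation). Across the alternatives the median lay between -0.33 and -0.03. Beside GDF15, ATF3 fell by 1.04 ± 0.16, CEBPB by 0.90 ± 0.16 and FGF21, a stress hormone, by 0.89 ± 0.16. Immediate early genes fell with them, 0 up, 6 down and 13 not passing of 19, equally when adjusted over the list alone, with a median of -0.39 (adjusted p = 0.00914, 0.386 as adjusted p with an estimated correlation). FOS fell by 1.10 ± 0.18, JUNB by 0.93 ± 0.16 and DUSP1 by 1.00 ± 0.20. The median of the immediate early genes was -0.34 (adjusted p = 0.0704) without uninduced replicates 2 and 3, left out together after seeing the data, where replicate 1 stands alone.

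Nuclear-encoded genes of the mitochondrial respiratory chain rose as a group. Without uninduced replicates 2 and 3, a setting added after seeing the data, their median was 0.05 (adjusted p = 0.670) and that of the proteasome 0.15 (0.383). There and below, this setting leaves uninduced replicate 1 alone, which is assumed to vary like the other groups, so its p-values rest on the spread of other arrays. Of 66 measured genes 19 rose, 3 fell and 44 did not pass (21 up and 3 down when adjusted over the list alone), with a median of 0.27 and a camera adjusted p of 0.00246 (adjusted p = 0.596 with an estimated correlation). UQCRB of complex III rose by 1.40 ± 0.19, ATP5MC1 of the ATP synthase by 1.14 ± 0.22, NDUFB3 of complex I by 0.93 ± 0.16 and NDUFS5 by 0.81 ± 0.16. Proteasome genes also rose as a group, 9 up, 2 down and 20 not passing of 31 (12 up and 2 down when adjusted over the list alone), with a median of 0.27 (adjusted p = 0.0480, 0.386 as adjusted p with an estimated correlation). PSMA2 rose by 0.87 ± 0.18 and PSMD1 by 0.71 ± 0.17, whereas the ATPase subunit PSMC4 fell by 1.85 ± 0.33. The proteasome call was lost at adjusted p = 0.0613 after normexp background correction and when 1 of 4 arrays was left out (0.0580, 0.0775 and 0.0670 without uninduced replicates 1, 2 and 3, and 0.139 without induced replicate 3).

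**Figure D3:**
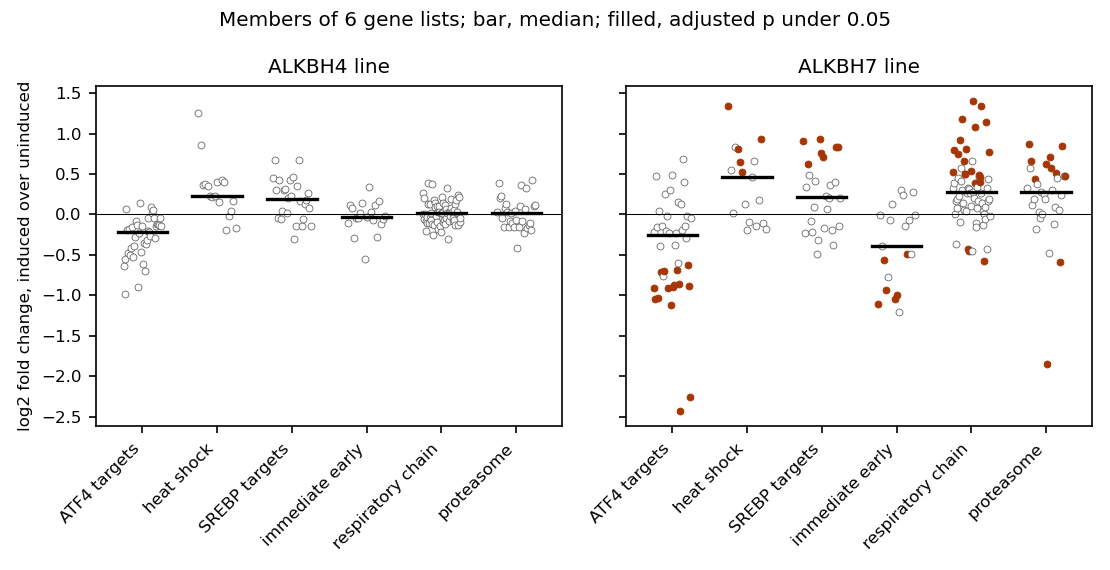
Log2 fold change of each measured member of 6 gene lists after induction of ALKBH4 (left) or ALKBH7 (right); each point is a gene at its brightest probe, filled where limma adjusted p was under 0.05, and the bar is the median of the list. The medians of ATF4 targets lay at -0.21 and -0.26, those of the respiratory chain at 0.01 and 0.27; with median scaling the ATF4 median was 0.06 in the ALKBH4 line.

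The other fixed lists did not pass camera in the ALKBH7 line, and many of them held genes that moved apart. Some passed fry, with adjusted p = 0.0106 each for heat shock genes (up), SREBP targets (up) and the unfolded protein response (down). Its adjusted p was 0.0118 for the AlkB family (up), 0.0176 for p53 targets (down) and 0.0177 for RNA polymerase I (up). It was 0.0258 for glycolysis (up), 0.0252 for blood cell markers (up) and 0.0275 for epithelial markers (down). With an estimated correlation 0 lists passed. Of 17 heat shock genes 5 rose and 0 fell, equally when adjusted over the list alone (median 0.46, camera adjusted p = 0.116), among them HSPA1B (fold change 2.54), the mitochondrial chaperonins HSPE1 (0.81 ± 0.18) and HSPD1 (0.64 ± 0.16, but -0.74 at another probe) and FKBP4 (0.93). Of 26 SREBP targets 7 rose and 0 fell (8 and 1 when adjusted over the list alone; median 0.21, adjusted p = 0.161), including HMGCS1 (0.91 ± 0.17), NSDHL (0.76 ± 0.13), ACLY (0.83) and ELOVL6 (0.84, but -0.01 at another probe). Of 20 genes of the unfolded protein response 2 rose and 4 fell (3 and 8 when adjusted over the list alone; median -0.24, adjusted p = 0.121), with XBP1, its transcription factor, at -1.65 ± 0.24, PDIA6 at -1.20, MANF at -0.66 and HYOU1 at -0.54. Of 16 p53 targets 1 rose and 3 fell, equally when adjusted over the list alone (median -0.00, adjusted p = 0.366), with GADD45A at -0.89 ± 0.15, RRM2B at -0.86 and ZMAT3 at 1.05 with -0.90 at another probe.

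Cell cycle genes went both ways after induction of ALKBH7, as did all probes, of which 24.0% passed (1824 up and 1886 down). The counts of list members in this line are to be read beside that share. Of 42 genes of G2/M and mitosis 6 rose and 6 fell, with MAD2L1, a spindle checkpoint protein, at -1.83 ± 0.38 (0.01 at another probe), BIRC5 at 0.75 ± 0.18 and CDC20 at 0.74 ± 0.18. Of 37 genes of G1/S and replication 4 rose and 4 fell, with CCNE1 at 0.85 ± 0.13 (0.04 at another probe), CHAF1B at 0.56, POLE at -0.83 ± 0.16 and UHRF1 at -1.64 ± 0.38. In homologous recombination and double strand break repair 4 of 22 rose and 2 fell (4 and 3 when adjusted over the list alone), with XRCC2 at 1.08 ± 0.21, FANCI at 0.87, BARD1 at 0.77 and RAD50 at -0.52. The median of this list was -0.08, its mean 0.02 and its test direction down. Of 9 measured genes of meiosis and spermatogenesis 3 rose and 2 fell, among them DMC1, the meiotic recombinase (1.46 ± 0.30), TDRD1 (0.72), MSH5 (-0.61) and PSMC3IP, a partner of DMC1 (-1.85 ± 0.20, with -0.38 at another probe); their median was 0.13 and mean 0.03, with a test direction of down. Adjusted over the list alone, the counts of the other 3 lists stayed as they were. The camera adjusted p was 0.507 for G2/M, 0.472 for G1/S (medians -0.02 and -0.06), 0.643 for recombination and 0.944 for meiosis.

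Genes of the machinery for making RNA and protein were divided as well. Of 33 genes of RNA polymerase I and ribosome biogenesis 7 rose and 4 fell (10 and 4 when adjusted over the list alone), with the nucleolar proteins NOP56 at 0.96 ± 0.20 and NHP2 at 0.92 ± 0.21. Of 30 genes of RNA polymerase II and mediator 4 rose and 8 fell (6 and 9 alone), with MED30 at -0.92 ± 0.15 and MED1 at 0.99 ± 0.22. Of 76 mitochondrial ribosomal proteins 12 rose and 3 fell, the same alone, with MRPS34 at -1.40 ± 0.19 and MRPL52 at 1.00, and of 68 cytosolic ones 5 rose and 2 fell (1 and 1 alone), with RPL14 at 1.20 and RPL22 at -1.22. Of 41 spliceosome genes 5 rose and 3 fell (4 and 3 alone), with SF3A3 at 0.60 and SRSF5 at -0.80, and of 13 genes of the chaperonin and prefoldin 4 rose and 1 fell (5 and 1 alone), with PFDN5 at 0.99 and PFDN1 at -0.81. The medians of these 6 lists, in the order given, were 0.09, -0.23, 0.20, 0.05, 0.14 and 0.25, with camera adjusted p of 0.472, 0.345, 0.121, 0.471, 0.472 and 0.487.

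Other AlkB genes fell while ALKBH7 was induced, ALKBH3 by 0.77 ± 0.17, ALKBH1 by 0.75 ± 0.17 and ALKBH2 by 0.55 ± 0.19, so that of 9 family members 1 rose and 3 fell (3 and 3 when adjusted over the list alone; median 0.09, camera adjusted p = 0.680). In glycolysis and hypoxia 5 of 32 rose and 2 fell (median 0.12, 0.472), with NDRG1 at 1.03 ± 0.19 and PGAM1 at -1.30. In histone methylation and super elongation 2 of 26 rose and 5 fell (3 and 5 alone; median -0.12, 0.366), with EZH2 at -1.61 (0.35 at another probe) and KMT2A at -0.84. In apoptosis 1 of 27 rose, CFLAR (1.09 ± 0.19), and 2 fell, BAD (-0.70) and HTRA2 (-0.64; median 0.06, 0.956), and in the interferon response 4 of 12 rose and 0 fell, with IFIT1 at 0.75 ± 0.12 and IFITM2 at 0.93 ± 0.24 (median 0.19, 0.242). Of the 6 yeast two-hybrid partners of ALKBH4 1 rose, EIF3C (0.47), and 1 fell, TES (-0.69; median 0.14, mean -0.04, test up, 0.944).

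Among cell type markers 2 of 8 epithelial genes fell, EPCAM (-0.74 ± 0.17) and KRT18 (-0.48; median -0.34, camera adjusted p = 0.116). Of the housekeeping genes TFRC rose (0.82) and TBP fell (-0.57), 2 of 10 (median -0.24, 0.472). The fibroblast gene COL5A1 (0.48; 1 of 4, median 0.14, 0.472), the blood cell gene LCP1 (0.87 ± 0.12; 1 of 4, median 0.17, 0.366) and the neuronal gene TUBB3 (0.59; 1 of 9, median 0.06, 0.605) rose as well. No replication-dependent histone passed (0 of 14, median 0.25, 0.487). Adjusted over the list alone, TUBB3 did not pass and all other counts of these 6 lists and of the glycolysis, apoptosis, interferon and two-hybrid lists stayed the same. None of the 13 genes of the mitochondrial DNA was measured.

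The genes that the study tabled for the ALKBH7 line were again chosen on these samples and are not independent evidence. Of 5 measured up-regulated genes 4 rose, equally when adjusted over the list alone, and MSL3 did not pass (0.19, adjusted p = 0.263). Of 6 measured down-regulated genes 5 fell, equally when adjusted over the list alone, and CCT7 did not pass at its brightest probe (-0.34, adjusted p = 0.149). Their camera adjusted p was 0.00482 and 4.2e-05, and 0.228 for both as adjusted p with an estimated correlation. With uninduced replicates 2 and 3 left out after seeing the data, the up-regulated genes gave a median of 0.41 (adjusted p = 0.0704). Of 7 genes that its text names 4 rose (4 up and 1 down when adjusted over the list alone), namely RBX1, a ubiquitin ligase subunit (1.15 ± 0.24), CREB1 (0.79 ± 0.25), DMC1 and SEM1. The call of CREB1 was lost in 9 of 25 alternatives, and that of the brighter SEM1 probe in 10 of 24. PRKAR1A, a regulatory subunit of protein kinase A, gave -1.17 ± 0.44 at its brightest probe (adjusted p = 0.0685) and 1.06 at another, and GNAS -0.22.

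Genes tabled for the ALKBH4 line also responded in the ALKBH7 line. Of the 11 down-regulated ones 5 fell (6 when adjusted over the list alone), with TSC22D3 at -1.05 ± 0.20 (probes from -1.98 to 0.06), CTH at -1.12 ± 0.30, DDIT3 at -0.91 ± 0.22, RASSF1 at -0.66 ± 0.17 and SLC3A2 at -0.92 ± 0.32 (adjusted p = 0.049991), and a camera adjusted p of 0.00482 (adjusted p = 0.395 with an estimated correlation, and 0.0704 without uninduced replicates 2 and 3). The call of SLC3A2 was lost in 17 of 24 alternatives and that of CTH in 6 of 25. DDIT4 did not pass there (-0.22, adjusted p = 0.347). Of the 8 up-regulated ones 2 rose, HSPA1B and INTS1 (1.04), equally when adjusted over the list alone, and the list did not pass camera (adjusted p = 0.242). Of 25 alternatives the call of INTS1 was lost in 6 and that of HSPA1B in 3.

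Across the 15444 probes the induction responses of the lines, which share no arrays, correlated with Pearson's r 0.456 and Spearman's rho 0.434. Genes are not independent replicates, so these coefficients carry no p-value. The log2 fold changes had an SD of 0.173 in the ALKBH4 line and 0.473 in the ALKBH7 line, and 64.9% of all probes, and 76.7% of those that passed in the ALKBH7 line, had the same sign in both. ATF3, CEBPB, SLC3A2, HSPA1B and XPOT (-0.27 in the ALKBH4 line) were on the same side in both lines. The coefficient was 0.290 without ALKBH4 uninduced replicate 2 and 0.115 with array weights, and no doxycycline-treated line without a transgene was analysed here.

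**Figure D4:**
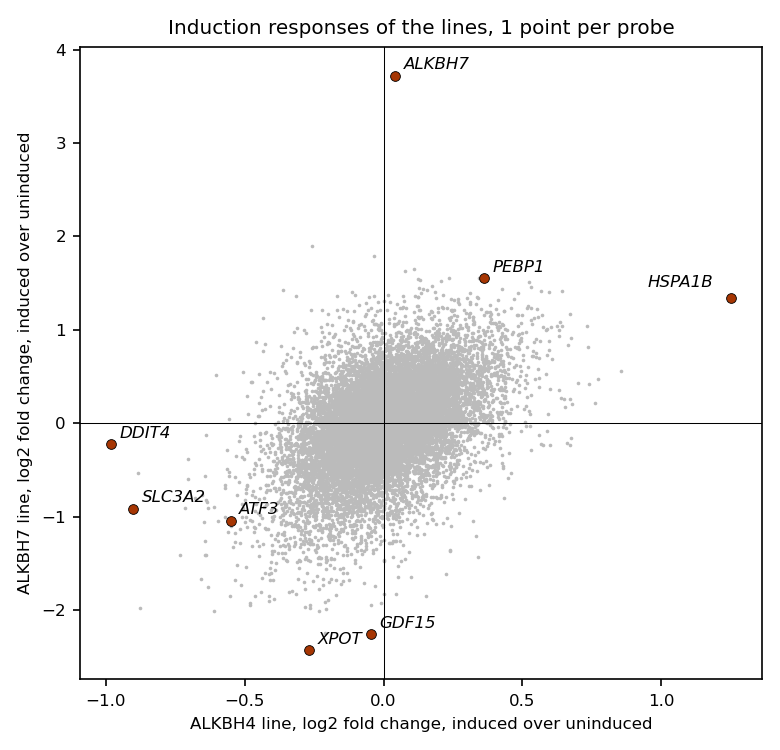
Log2 fold change of each of the 15444 tested probes after induction of ALKBH4 (horizontal) and of ALKBH7 (vertical), 1 grey point per probe, with 8 named genes marked. The cloud runs from lower left to upper right with r 0.456, HSPA1B, SLC3A2, ATF3 and XPOT lie on the same side in both lines, and ALKBH7 (0.04) and GDF15 (-0.05) lie close to 0 on the horizontal axis.

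The test of the difference between the responses was passed by few genes. ALKBH7 itself led with 3.68 ± 0.24 (adjusted p = 1.0e-05), and CERT1, which carries ceramide to the Golgi (1.48 ± 0.22), PCYOX1 (1.32 ± 0.21, with 1.02 at another probe), GOLIM4, a Golgi membrane protein (1.52 ± 0.23, but 0.18 at another probe), and WHAMM, an activator of actin assembly (1.11 ± 0.17, but -0.10 at another probe), responded more positively in the ALKBH7 line. The difference was negative for GDF15 (-2.21 ± 0.36) and the muscle enolase ENO3 (-1.36 ± 0.18, with -0.48 at another probe). GDF15 was near background in the ALKBH4 line, with 6.75 uninduced and 6.70 induced and detection in 2 of 3 arrays of each group, and ENO3 stood at 6.94 there and was detected in 0 of 3 arrays of the induced ALKBH7 line, so that GDF15 had little room to fall in the ALKBH4 line and ENO3 fell to background in the ALKBH7 line. WHAMM was detected in 2 and 1 of 3 arrays of the uninduced and induced ALKBH4 line, and 2 of the 4 probes without a gene name (ILMN_1852224 and ILMN_1916292) in 0 of 3 and 0 of 3 arrays of the induced ALKBH4 and uninduced ALKBH7 line, so that their values are limited by background as well. In all 9 probes passed upwards and 2 downwards, 4 of them without a gene name, and 2610 had an unadjusted p under 0.05. The split was 1 up and 0 down with median scaling and 7 up and 0 down with cyclic loess. The count of 11 probes rose to 3358 without ALKBH7 uninduced replicate 1 and 55 without ALKBH7 induced replicate 3, and it fell to 4 without ALKBH7 uninduced replicate 3, 2 without ALKBH4 induced replicate 3 and 1 without any of the other arrays except ALKBH7 uninduced replicate 2.

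Among the lists, the respiratory chain (median difference 0.29, camera adjusted p = 0.000693, 0.877 as adjusted p with an estimated correlation) and the proteasome (0.30, 0.0315, 0.296 as adjusted p with an estimated correlation) responded more positively in the ALKBH7 line. The unfolded protein response (-0.34, 0.0218, 0.212 as adjusted p with an estimated correlation), immediate early genes (-0.27, 0.0199, 0.322 as adjusted p with an estimated correlation) and epithelial markers (-0.43, 0.0333, 0.328 as adjusted p with an estimated correlation) responded more negatively. No member of these 5 lists passed over all probes; when adjusted over the list alone, 1 respiratory chain gene passed upwards, and 3 immediate early genes and 1 epithelial marker downwards. The tabled genes of the ALKBH7 line, which are not independent evidence, gave 1.19 (adjusted p = 0.0199; 0 passed, and 3 alone) for the up-regulated and -1.74 (8.1e-06; 1 passed, and 5 alone) for the down-regulated ones, 0.212 for both as adjusted p with an estimated correlation. The call of the proteasome was lost without ALKBH7 uninduced replicate 2 (0.0650) or induced replicate 3 (0.115), and that of the unfolded protein response without ALKBH7 uninduced replicate 1 (0.0611) or induced replicate 3 (0.0522). That of the immediate early genes was lost without ALKBH4 uninduced replicate 1 (0.0870), and that of the epithelial markers without ALKBH4 uninduced replicate 1 (0.0594) or ALKBH7 uninduced replicate 2 (0.0997) or induced replicate 2 (0.0556). Without ALKBH7 uninduced replicates 2 and 3, a setting added after seeing the data in which the lone array is assumed to vary like the other groups, the medians were 0.10 (0.726) for the respiratory chain, 0.13 (0.437) for the proteasome, -0.18 (0.142) for the unfolded protein response, -0.22 (0.184) for immediate early genes and -0.21 (0.722) for epithelial markers, and the up-regulated genes of the study gave 0.28 (0.347). ATF4 targets did not differ past the test (median -0.01, adjusted p = 0.251).

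Before induction the lines already differed. S100P, a calcium-binding protein, was higher in the uninduced ALKBH7 line by 3.47 ± 0.25 on the log2 scale (adjusted p = 9.5e-06), GDF15 by 2.79 ± 0.26, the kinase DYRK1B by 2.59 ± 0.22, the Hippo pathway protein AMOT by 2.52 ± 0.24 and UBALD1 by 2.48 ± 0.33. In the uninduced ALKBH4 line S100P was detected in 0 of 3 arrays and GDF15 in 2 of 3, so background limits the size of these 2 differences. HSPA1B was lower in the uninduced ALKBH7 line (-2.30 ± 0.33), as were ID2 (-2.30 ± 0.37), CTNNB1, which encodes β-catenin (-2.28 ± 0.29), PMAIP1 (-2.14 ± 0.28) and the γ-actin gene ACTG1 at one probe (-3.00 ± 0.75, but -0.16 at another). ATF4 targets were higher as a group in the uninduced ALKBH7 line (22 up, 6 down and 12 not passing, median 0.51, camera adjusted p = 0.000678), and heat shock genes (1 up, 11 down and 5 not passing, -0.73, 0.000745), genes of G2/M and mitosis (6 up, 19 down and 17 not passing, -0.46, 0.000678) and the proteasome (2 up, 12 down and 17 not passing, -0.33, 0.00428) were lower there. With an estimated correlation the adjusted p was 0.764 for ATF4 targets and 0.173 for each of the other 3 lists, and without ALKBH7 uninduced replicates 2 and 3 the proteasome gave -0.18 (0.261). When adjusted over the list alone the counts were 22 up and 6 down, 1 and 11, 6 and 21, and 2 and 13.

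In all, 3076 probes were higher and 2854 lower in the uninduced ALKBH7 line, 5930 (38.4%) together for 2401 and 2154 named genes, 639 and 552 of them by more than 2-fold. Among the 2336 genes with at least 2 tested probes, both of the brighter 2 passed for 431 and 1 of the 2 for 1004. Where both passed, 395 genes had the same direction and 36 opposite ones. The differences at these 2 probes correlated with r 0.512, where sampling error alone would give 0.889. They differed by more than 2 SE in 32.9% of the genes. The arrays of the lines did not overlap at 43.8% of all probes, where chance gives 10%. With median scaling, which moved the median of all probes by -0.20, 354 probes were higher and 1043 lower. No array of a line shared its intensity range with the other line, and the labels give no chip or run, so line, run and handling cannot be told apart.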

Values the study reported

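The paper reports 22 genes past its thresholds in the ALKBH4 line and 532 in the ALKBH7 line, 197 of them up-regulated and 335 down-regulated. It gives a 13.54-fold increase of the ALKBH7 transcript on induction. For single genes it lists fold changes of 1.63 for HSPA1B, 1.43 for INSIG1 and -1.55 for DDIT4 in the ALKBH4 line, and of -4.53 for PKMYT1 and -4.43 for GDF15 in the ALKBH7 line.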

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

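Of the tests here, that of doxycycline raising ATF4 targets was chosen only after the result was seen.

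ALKBH7 responded differently to induction in the lines by 3.68 on the log2 scale. GDF15 differed by -2.21, but it was detected in 2 of 3 arrays of each group of the ALKBH4 line, at 6.75 and 6.70, so that the background set how far it could fall there and no difference of response can be read from it. These and the following stand out because the test of the difference between the induction responses passed an adjusted p of 0.05. GOLIM4 (1.52), CERT1 (1.48), PCYOX1 (1.32) and WHAMM (1.11, detected in 2 and 1 of 3 arrays in the ALKBH4 line) responded more positively in the ALKBH7 line, as did the unnamed probes ILMN_1866216 (1.55), ILMN_1877593 (1.53), ILMN_1916292 (1.36) and ILMN_1852224 (1.14), and ENO3 gave -1.36. The last 2 of these probes were detected in at most 1 of 3 arrays of each group but the induced ALKBH7 line, and ENO3 in 0 of 3 of that group, so background limits these values. Among the lists, medians differed by 0.29 for the respiratory chain, 0.30 for the proteasome, -0.34 for the unfolded protein response, -0.27 for immediate early genes and -0.43 for epithelial markers, and by 1.19 and -1.74 for the up- and down-regulated genes that the study chose on these samples.

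Chance could not be excluded for the number of such lists, and for the number of probes the splits could not decide. Of 100 drawn pairs of splits within the lines, the real one included, 11 gave at least the real 11 probes, with 1912 as the highest other count, and 14 gave at least the real 7 lists, with 11 as the highest other. All 11 with as many probes kept the real groups of the ALKBH7 line, so they carried its induction response and give no chance level. Among these 11 the real arrangement gave the fewest probes. The highest, 1912, came with induced and uninduced exchanged in the ALKBH4 line, but mixed splits of that line gave up to 1880, so these counts follow the structure of the ALKBH7 arrays and single out no arrangement of the ALKBH4 arrays.

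The responses of the lines correlated with r 0.456 across probes. Of the 100 pairs of splits within the lines, the real pair included, 4 gave a coefficient of this size in either direction. The highest other was 0.504. These splits cannot exclude chance, because they regroup the same arrays and another pair exceeded the real value. The coefficient was 0.290 without ALKBH4 uninduced replicate 2 and 0.115 with array weights. Doxycycline raising ATF4 targets by mitochondrial stress is argued against as a source of the shared response. The median of these targets lay below that of all genes in both lines, by -0.22 in the line where it was higher. Their fall did not pass fry in the ALKBH4 line (adjusted p = 0.176). A rise through doxycycline that a transgene offsets cannot be told apart here. A difference between arrays that acts on single probes, such as labelling or hybridization, may contribute, since across genes with 2 probes the difference between the probes' responses in 1 line correlated with that in the other (r 0.600), although a difference in isoform use common to both lines would give the same and was not tested. Doxycycline acting on other genes and an effect common to both proteins stay open, as no doxycycline-treated line without a transgene was analysed.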

How the results depend on the processing

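Leaving out ALKBH7 uninduced replicates 2 and 3 together and rank product on the authors' values without a filter were chosen only after the result was seen.

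No call passed in the opposite direction under an alternative, but values short of the test and medians of lists changed sign, and the balance of up and down by rank product turned under some. The 13.2-fold rise of ALKBH7 passed under each alternative of processing, model and arrays run for it, while the mean of a gene's probes, rank product and the thresholds were not run for it. In limma the ALKBH4 line gave 0 probes under each alternative but array weights (2), and rank product without a fold threshold gave 4. The ALKBH7 line gave 1255 probes at an adjusted p of 0.01, 667 with the fold threshold, 290 by rank product without one, 1 with median scaling, 1698 with each line alone, 8584 with array weights, 2183 with the mean of a gene's probes, 1968 without uninduced replicates 2 and 3, and 1278 to 6838 without single arrays (6838 without uninduced replicate 1, 1278 and 1547 without induced replicates 2 and 1, 1805 and 2107 without uninduced replicates 2 and 3). Of the 3710 probes 3569 also passed without uninduced replicate 1.

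The difference between the responses gave 1 probe at an adjusted p of 0.01 and 381 at 0.1, 23 with normexp, 1 with median scaling, 7 with cyclic loess, 75 without a filter, 4 detected in all 12 arrays, 1 with the authors' values, 51 with trend and robust, 6430 with array weights, 3 with the mean of a gene's probes, 98 without ALKBH7 uninduced replicates 2 and 3 (the lone array is assumed to vary like the other groups), and 1 to 3358 without single arrays (3358 without ALKBH7 uninduced replicate 1, 55 and 4 without ALKBH7 induced replicate 3 and uninduced replicate 3, 2 without ALKBH4 induced replicate 3, 1 without any other but ALKBH7 uninduced replicate 2). The uninduced lines differed at 3270 probes at an adjusted p of 0.01, 1397 with median scaling and 8988 without a filter, where more probes were tested. With the replicate number as a block, the counts were 0, 3889, 11 and 5130, although deviations of equally numbered arrays did not pair (r from -0.13 to 0.41).

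By rank product the ALKBH4 line gave 2 probes with median scaling, 25 without a filter, 2 detected in all 12 arrays, 22 with the authors' values without a filter, and 0 to 14 without single arrays (0 without uninduced replicate 1, 10 and 12 without uninduced replicates 2 and 3, 14 and 9 without induced replicates 2 and 3). The ALKBH7 line gave 651 without a filter, 189 detected in all 12 arrays, 554 with the authors' values without a filter, and 71 to 422 without single arrays (422, 115 and 80 without uninduced replicates 1, 2 and 3, and 81, 71 and 137 without induced replicates 1, 2 and 3). The ALKBH4 transcript gave 0.19 with median scaling, 0.056 with array weights and -0.24 to 0.025 without single arrays, and the correlation of the responses 0.115 with array weights. Apart from the filters, thresholds and single arrays, the cause was not tested.

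Of 109 results for named genes, 56 stayed on their side with median scaling, 40 lost their call and 13 moved, while all 109 stayed with normexp. Of 26 calls of lists, 25 were lost with an estimated correlation, 11 with fry, 4 with median scaling and 13 without ALKBH7 uninduced replicates 2 and 3. The calls lost with fry included all 8 of the ALKBH4 line. Over the 35 tested lists fry called 0 in the ALKBH4 line and 17 in the ALKBH7 line. The uninduced lines could not be compared in the authors' values, which were normalized apart, nor could lines fitted alone, and a chip block was not run. Signal over background limits all values, as at most 30.7% of probes were detected.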

Other observations

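Of the tests here, those of an exchanged label, of single probes between the arrays of the ALKBH7 line, of background between the lines, of array handling and of a second probe per gene were chosen only after the result was seen.

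As groups, ATF4 targets and SREBP targets kept their direction at a second probe. Of 8 ATF4 targets with 2 probes, the less bright probe was lower after induction in 8 in the ALKBH4 line (median -0.33) and in 7 in the ALKBH7 line (-0.36). The 2 probes of a gene had the same sign for 6 of these 8 targets in the ALKBH4 line and for 7 in the ALKBH7 line. All 8 SREBP targets with 2 probes were higher at it in the ALKBH4 line (0.12). Respiratory chain genes in the ALKBH7 line were higher in 13 of 19 (0.26), heat shock genes in the ALKBH4 line in 3 of 5 (0.16), and proteasome genes in the ALKBH7 line in 5 of 10 (0.04). Of G1/S genes in the ALKBH4 line 12 of 15 were lower (-0.15), and of p53 targets 2 of 6 (0.10). Both immediate early genes with 2 probes were higher at the second in the ALKBH7 line (median 0.09, and -0.46 at the brightest). For 1 of these 2 genes both probes had the same sign. Of 2 histones in the ALKBH4 line 1 was higher and 1 lower.

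Uninduced replicate 1 of the ALKBH7 line correlated more with the induced arrays (mean r 0.967) than with its own group (0.940), but did not resemble them in ALKBH7. Single genes went both ways. In HSPA1B (8.67) it lay with the other uninduced arrays (8.83 and 8.66), while in XPOT (9.71) it lay nearer to the induced ones (8.61, 8.67 and 9.19). An exchanged label is argued against, as its ALKBH7 level lay 3.21 on the log2 scale below the lowest induced array. Background and dim probes are argued against, since after normexp, over probes detected in all arrays, it correlated with r 0.953 with the induced arrays and 0.922 with its own group. A difference between arrays that acts on single probes may underlie it. Across genes with 2 probes, the difference between the probes in uninduced replicate 1 minus replicate 2 correlated with that in induced arrays minus uninduced replicate 3 (r 0.797), although a difference in isoform use between cultures would give the same and was not tested.

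The uninduced lines differed in S100P, GDF15 and HSPA1B and many other transcripts. Background as the whole cause is argued against, because a background of at most the highest array median, 108, cannot double a bright probe, while above an intensity of 1000 in all 6 uninduced arrays 32 called probes differed more than 2-fold, 12 higher and 20 lower in the ALKBH7 line (110 above 500 and 3 above 2000). Dim transcripts such as S100P and GDF15 are not covered by this. The run or handling of the arrays cannot be told apart from the line, because the lowest median intensity of the ALKBH7 line lay 37.3 above the highest of the ALKBH4 line. A difference between the clones stays open and was not tested.

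For the comparisons of 3 against 3 arrays the 10 splits are too few for a share under 0.05. With the real value first and the highest other split second, limma gave 0 and 0 probes in the ALKBH4 line (10 splits as large), 3710 and 0 in the ALKBH7 line (1) and 5930 and 16 between the uninduced lines (1). Rank product gave 4 and 30 in the ALKBH4 line (2) and 289 and 126 in the ALKBH7 line (1). Lists past camera numbered 8 and 9 in the ALKBH4 line (3), 7 and 4 in the ALKBH7 line (1) and 4 and 7 between the uninduced lines (6).

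Rank product at the thresholds of the study gave 4 probes in the ALKBH4 line and 289 in the ALKBH7 line among detected probes, and 25 and 651 without a filter. The counts with the filter were lower than those of the study in both lines and those without it higher, while the values of the authors without a filter, chosen after seeing the data, gave 22 and 554. The total in the ALKBH4 line then equalled that of the study, but with 2 up and 20 down its balance was another, so the genes cannot all be the same, and the total in the ALKBH7 line was slightly higher. These are counts of probes, and the study counted genes; the 289 probes stand for 122 named genes up and 81 down.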
